A study of Homo sapiens with 16 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

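H3K27ac ChIP-seq, in which chromatin carrying acetylated lysine 27 of histone H3 is immunoprecipitated and sequenced, was performed in MDA-MB-231 and Hs578T cells, both established human triple-negative breast cancer (TNBC) cell lines. H3K27ac marks active promoters and enhancers. Each line was used as CRISPR control cells and as Fn14 knockout (KO) cells. Fn14, encoded by TNFRSF12A, is the receptor of the cytokine TWEAK. After 8 h of serum starvation, cells were left untreated or received TWEAK at 10 ng/ml for 48 h, replenished after 24 h. Chromatin had been sheared to between 200 and 500 bp. The labels gave 2 replicates for each of the 8 combinations of line, genotype and treatment, hence 16 samples, and every sample was assigned to its group from its title.

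The deposited files were 1 list of broad peaks per sample, called on that sample alone and not on pooled replicates. Per the study's methods, the authors assessed reads with FastQC, trimmed them with Trimmomatic, aligned them to hg38 with Bowtie2, called peaks with MACS2 with the input signal subtracted, and removed blacklisted regions with bedtools. Versions of these tools were not stated. Each deposited list holds a position and 4 values per peak. The score was taken as written by the authors' MACS2 run and equals 10 times the −log10 q-value of the peak without its decimals. The deposited ratio is the fold enrichment over the local background. The last pair of deposited columns are the −log10 of the p-value and of the q-value. The smallest −log10 q-value was between 1 and 1.02 in every list, and broad calling was inferred from the column layout. These values were the authors' own and were used only to rank and filter peaks within a list, or to apply 1 common threshold. The lists hold neither reads nor library sizes, so the sequencing depth is unknown, and no interval that needs it is given. Peak number and covered length describe how much was called and not how deeply a library was sequenced. A region close to the calling threshold can appear in one list and be missed in another without any difference in acetylation, which is why each count of changed regions is given beside the same count for regrouped lists. All peaks as deposited were used, including the 31 to 145 peaks per list on unplaced or alternate contigs and the 0 or 1 peak per list on chromosome Y.

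Peaks of the 16 lists were merged where they shared at least 1 bp, which gave 64545 regions, and the 55219 regions with a peak in at least 2 lists were kept as consensus regions, after the consensus rule of DiffBind. A list was scored as having a peak in a region if they shared at least 1 bp. DiffBind itself tests read counts and was not run. A region was called gained if both TWEAK lists and neither untreated list of a line and genotype had a peak there, and lost if the reverse held. With 2 lists against 2 there are 3 ways to split the lists, so a single line cannot give a small p-value, and the counts of the other 2 splits served as background. Differences between groups in a value per list were tested with exact permutation tests, two-sided, with treatment labels exchanged within each line and genotype (1296 arrangements over all 16 lists, 36 over the 8 lists of 1 genotype) or genotype labels exchanged within each line and treatment. The threshold was p of 0.05. The smallest p-value that 36 arrangements allow is 0.0556, so no comparison within 1 genotype could pass it. Benjamini-Hochberg adjusted values were computed over the 12 tests of per-list measures and over the 8 tests of region shares. Overlap of regions and annotation classes was compared with Fisher's exact test, two-sided, in which regions and not samples are the units, so that its p-values describe these lists and not variation between cultures. The backgrounds were the consensus regions that could have been gained or lost: for overlap between lines, those without any untreated control peak in either line (for gained regions) or any TWEAK control peak in either line (for lost regions), and for annotation, those without an untreated control peak in the line in question that were not gained.

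Domains were built in each list by joining peaks at most 12.5 kb apart, the default distance of ROSE, and ranked by the base pairs under peaks. Large domains were those above the point where the ranked curve has the slope of its diagonal, the ROSE cutoff. ROSE ranks domains on reads, and this ranking on covered length is a stand-in for super-enhancer calls. Genes were protein-coding genes of GENCODE 44 on hg38, and a region was called near a start site if it lay within 2 kb of the start of a protein-coding transcript. Guide sequences given by the study were matched exactly to the genome over their last 20 bases, and each matched at 1 position with an adjacent NGG. Coordinates are 1-based on hg38.

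Genes and regions named in the text followed a rule set before the data were examined, as were the comparisons, tests and alternatives in the report. The Benjamini-Hochberg adjustment, the coverage of the NAMPT gene body and of the guide intervals, the division of gene bodies by exons and the share of large domains with a region changed in either direction were added after the data were examined. The rule took 6 genes named in the study (TNFRSF12A, NAMPT, ITGAV, KIF18A, MAFG and NFKB2), each with the changed regions within its body extended by 50 kb; up to 10 regions with a peak in all 4 control TWEAK lists and in no other list, by the mean percentile of their peak score within the 4 lists; and up to 5 regions with a peak in all 4 untreated control lists and in no control TWEAK list, ranked likewise. Alternatives were lists trimmed to the 39544 highest-scoring peaks (the length of the shortest list), lists reduced to their highest-scoring 50%, a threshold common to all lists at the pooled median −log10 q-value of 8.38, a peak required to cover 50% of a region, 500 bp bins covered by at least 50%, regions with a peak in at least 1 list, a start site window of 5 kb, domains ranked by score times width, peaks wholly within 2.5 kb of a start site left out, pairing by replicate number, and leaving out each list in turn.

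Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The interval code was checked against bedtools 2.31.1 and gave the same union regions and covered lengths, and the same domains in the 2 lists compared. The calling of gained regions was tested on simulated lists built from the 55219 consensus regions with 200 regions gained in control cells, in 5 runs. Of these, a mean of 73.8% was recovered for MDA-MB-231 control cells and 74.2% for Hs578T control cells, where the simulated peak rates gave an expectation of 73.1%. Single runs ranged from 70.5% to 82.5%.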

Results

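To examine how activation of Fn14 by TWEAK alters the enhancer landscape of TNBC cells, and whether the changes need the receptor, H3K27ac peak lists were compared between untreated and TWEAK-treated control and Fn14 KO cells of MDA-MB-231 and Hs578T. There were 8 groups of 2 samples each. The 16 lists held 39544 to 47197 peaks, which covered 64.2 to 88.9 Mb, with median peak widths between 1246.5 and 1409 bp. The median fold enrichment per list, as given by the authors' peak caller, ranged from 5.0 to 5.89. The median −log10 q-value was lower in all 4 MDA-MB-231 Fn14 KO lists (5.79 to 7.69) than in all 4 MDA-MB-231 control lists (9.44 to 10.8). In Hs578T the genotypes overlapped (8.24 to 8.61 in Fn14 KO and 7.86 to 9.04 in control lists). Sequencing depth is not recorded in peak lists, so precision is judged here from the agreement of replicates. The MDA-MB-231 Fn14 KO untreated pair was the least even, with 46295 peaks in replicate 1 and 39544 in replicate 2.

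Replicates of a group shared a mean Jaccard index of 0.774 (range 0.723 to 0.811 over 8 pairs), measured in base pairs. Untreated and TWEAK lists of control cells overlapped less, with a mean of 0.698 in MDA-MB-231 (range 0.689 to 0.703 over 4 pairs) and 0.703 in Hs578T (range 0.691 to 0.716). In Fn14 KO cells the same comparison gave 0.751 in MDA-MB-231 (range 0.734 to 0.763) and 0.793 in Hs578T (range 0.787 to 0.798), both within the range of replicate pairs. Lists of different cell lines had a mean index of 0.677. Fn14 KO and control lists overlapped by 0.723 in untreated MDA-MB-231 cells and by 0.759 in untreated Hs578T cells, against 0.694 and 0.675 after TWEAK. With every list trimmed to the same number of peaks, the treatment and replicate means moved by less than the SD of replicate pairs, the most in Hs578T Fn14 KO cells, to 0.808.

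The number of peaks did not change detectably with TWEAK. In MDA-MB-231 control cells it was 42594 ± 2816 (SD, n = 2) untreated and 42754 ± 512 (SD, n = 2) with TWEAK, and in Hs578T control cells 46360 ± 1184 (SD, n = 2) and 45710 ± 1809 (SD, n = 2). In Fn14 KO cells the means were 42919.5 ± 4774 (SD, n = 2) and 41142 ± 225 (SD, n = 2) in MDA-MB-231, and 45512 ± 218 (SD, n = 2) and 45843.5 ± 58.7 (SD, n = 2) in Hs578T. Over all 16 lists the mean difference between TWEAK and untreated lists was -484 peaks (exact permutation p = 0.653, adjusted p = 1). Fn14 KO lists differed from control lists by -500.25 peaks (exact permutation p = 0.545, adjusted p = 1). With only peaks at or above the pooled median −log10 q-value counted, this difference became -2722 peaks (exact permutation p = 0.0309, unadjusted). The covered length differed by -2.24 Mb between TWEAK and untreated lists (exact permutation p = 0.412, adjusted p = 1), by -2.79 Mb in control cells alone (p = 0.444 in the exact test) and by -1.70 Mb in Fn14 KO cells alone (p = 0.944 in the exact test). Between Fn14 KO and control lists it differed by 0.191 Mb (exact permutation p = 0.940, unadjusted), a mean of opposite differences between the lines. After TWEAK these were -5.91 Mb in MDA-MB-231 (68.4 to 69.4 against 73.2 to 76.4 Mb) and 7.38 Mb in Hs578T (87.7 to 88.9 against 77.8 to 84.0 Mb). Untreated they were -3.16 and 2.45 Mb. With all peaks counted, the mean differences in peak number and covered length were smaller than the spread between replicates, which was 2114 peaks and 5.83 Mb (pooled SD over 8 groups). The differences in covered length after TWEAK within each line exceeded that spread.

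The position of peaks did change in control cells. Of the 55219 consensus regions, 28337 (51.3%) had a peak in every list. In MDA-MB-231 control cells 3079 regions were gained with TWEAK and 2481 were lost, together 10.1% of all consensus regions. The other splits of the same 4 lists gave 469 and 661 changed regions, so that the real grouping gave 9.84 times their mean. In Hs578T control cells 2812 regions were gained and 2565 were lost, or 9.74%, against 636 and 710 changed regions in the other splits and a ratio of 7.99. Among settings that kept all lists, these ratios ranged from 5.23 (500 bp bins) to 15.4 (highest-scoring 50% of each list) in MDA-MB-231 and from 4.55 to 10.9 in Hs578T under the same settings. With 1 list left out, an arm has a single list and the rule is looser, and the ratios were 2.32 to 3.52 in MDA-MB-231 and 2.11 to 3.10 in Hs578T. The counts then rose to as many as 4979 gained regions (without untreated replicate 2) and 4759 lost regions (without untreated replicate 1) in MDA-MB-231, and 4439 lost regions (without untreated replicate 2) in Hs578T.

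**Figure D1:**
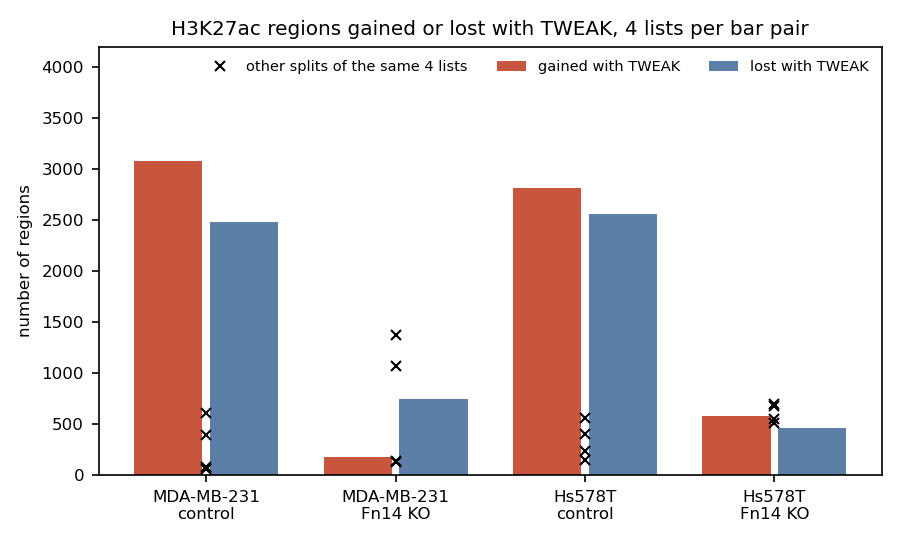
Number of consensus regions gained (red bars) or lost (blue bars) with TWEAK for each cell line and genotype, each from 4 lists, with crosses for the counts in each direction from the other splits of the same lists. In control cells the bars reach 2481 to 3079 regions and lie above every cross, whereas in Fn14 KO cells at least 1 cross lies above the bars.

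In Fn14 KO cells the treatment separated the lists no more than the other splits of the same lists did. MDA-MB-231 Fn14 KO cells had 177 gained and 745 lost regions, and the other splits gave 1204 and 1512 changed regions, so that the real grouping had 0.679 times their mean. Hs578T Fn14 KO cells had 582 gained and 458 lost regions against 1067 and 1375, a ratio of 0.852. The MDA-MB-231 counts depended on the uneven pair of untreated lists: with every list trimmed to 39544 peaks there were 412 gained and 536 lost regions, and without untreated replicate 1 there were 1765 gained and 1109 lost regions, under a rule that then asks for a single untreated list. Without untreated replicate 2 there were 273 gained and 3895 lost regions and the ratio to other splits was 1.38, the 1 fit with a list left out in which it passed 1 in Fn14 KO cells. In Hs578T Fn14 KO cells, leaving out a list gave 1409 to 1533 gained and 1219 to 1280 lost regions, with ratios of 0.910 to 0.963.

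Regions gained in control cells were next looked up in the Fn14 KO lists of the same line, which played no part in choosing them. Of the regions gained in MDA-MB-231 control cells, 25.3% ± 12.1 (SD, n = 2) had a peak in untreated Fn14 KO lists and 20.1% ± 0.482 (SD, n = 2) in TWEAK-treated Fn14 KO lists. In Hs578T these shares were 9.85% ± 0.754 (SD, n = 2) and 10.9% ± 0.126 (SD, n = 2). The mean difference over both lines was -2.06 percentage points (exact permutation p = 1, adjusted p = 1). Regions lost in control cells stayed occupied in Fn14 KO cells of Hs578T, at 77.0% ± 1.30 (SD, n = 2) untreated and 77.6% ± 0.0827 (SD, n = 2) with TWEAK. In MDA-MB-231 Fn14 KO cells the shares were 59.3% ± 20.5 (SD, n = 2) and 51.2% ± 3.73 (SD, n = 2). The mean difference over both lines was here -3.75 percentage points (exact permutation p = 0.889, adjusted p = 1).

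To compare both genotypes on lists that played no part in choosing the regions, the regions gained in control cells of one line were looked up in the other line. These regions were chosen for a response in control cells, so the comparison asks whether Fn14 KO cells share that response and not whether they respond elsewhere. Regions gained in Fn14 KO cells of the other line were not looked up. The Hs578T regions had a peak in 8.64% ± 5.18 (SD, n = 2) of cases in untreated MDA-MB-231 control lists and in 67.4% ± 3.24 (SD, n = 2) in TWEAK lists. The MDA-MB-231 regions rose likewise in Hs578T control lists, from 26.1% ± 5.03 (SD, n = 2) to 81.2% ± 1.38 (SD, n = 2). In Fn14 KO lists the shares went from 17.8% ± 9.15 (SD, n = 2) to 13.7% ± 0.654 (SD, n = 2) in MDA-MB-231 and from 19.1% ± 2.16 (SD, n = 2) to 20.1% ± 1.95 (SD, n = 2) in Hs578T. The TWEAK effect averaged 56.9 percentage points in control cells (exact permutation p = 0.0556, adjusted p = 0.111), the smallest p-value this comparison allows, and in each line both TWEAK lists were above both untreated lists. In Fn14 KO cells it averaged -1.53 percentage points (exact permutation p = 0.944, adjusted p = 1). The difference between these effects was 58.4 percentage points (exact permutation p = 0.0262, adjusted p = 0.111). It passed the threshold before but not after adjustment over the 8 tests of region shares. For regions lost in the other line the effect was -42.4 percentage points in control cells (exact permutation p = 0.0556, adjusted p = 0.111) and -2.92 in Fn14 KO cells (exact permutation p = 0.944, adjusted p = 1), and these differed by -39.5 percentage points (exact permutation p = 0.0309, adjusted p = 0.111).

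**Figure D2:**
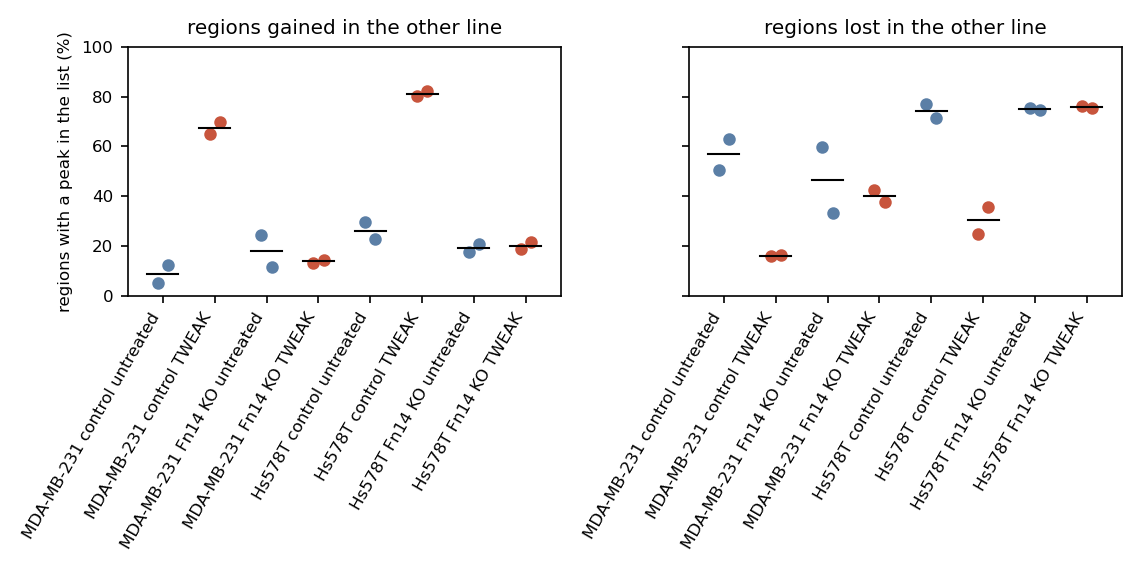
Share of the regions gained (left) or lost (right) in control cells of the other line that had a peak in each of the 16 lists, in percent, with blue points for untreated lists, red points for TWEAK lists and a black line at the mean of each group of 2. TWEAK lists of control cells stand at group means of 67.4% and 81.2% for gained regions, whereas TWEAK lists of Fn14 KO cells stand at 13.7% and 20.1%.

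The lines shared many of these changes. Both lines gained 1367 regions, which is 44.4% of the gained regions of MDA-MB-231 and 48.6% of those of Hs578T. Among the 6175 regions without any untreated control peak, 793 shared regions would arise if the lines were independent (odds ratio 6.15, Fisher's exact p = 1.84e-223). Both lines lost 742 regions against 385 under independence among 7661 regions without any control TWEAK peak (odds ratio 3.98, Fisher's exact p = 4.93e-112). Only 7 regions were gained in MDA-MB-231 and lost in Hs578T, and 4 showed the opposite. The number under independence and the odds ratio depend on the background: with regions found in a single list admitted, the same shared counts stood against 369 and 200 regions, with odds ratios of 20.3 and 9.67. Since neighbouring regions are not independent, these p-values overstate the evidence that the number of regions alone carries.

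Fn14 KO and control cells also differed before treatment. In untreated MDA-MB-231 cells 1147 regions had a peak in both control lists and neither Fn14 KO list, and 1182 showed the reverse. Together these 2329 regions stood against 476 and 1831 in the other splits, the larger of which set the list with fewer peaks of each genotype against the list with more. In untreated Hs578T cells there were 1242 and 1117 such regions, 2359 in all, against 889 and 1067. After TWEAK the genotypes differed at 5204 regions in MDA-MB-231 (523 and 527 in the other splits) and at 7444 in Hs578T (514 and 534). Leaving out 1 of the untreated lists, under the looser rule, gave 4117 to 5197 regions in MDA-MB-231 and 4115 to 5129 in Hs578T.

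Gained regions lay mostly away from start sites. In MDA-MB-231 5.88% of the gained regions were within 2 kb of a start site, 48.9% were elsewhere in a gene body and 45.2% were between genes. The start site share was 8.92% in the 9405 background regions that were not gained (odds ratio 0.638, Fisher's exact p = 3.64e-08). In Hs578T the 3 shares were 6.44%, 47.6% and 45.9%, with a start site share of 9.61% in 5965 background regions (odds ratio 0.647, Fisher's exact p = 4.86e-07). Of all consensus regions 25.1% were near a start site. Regions between genes or within gene bodies without touching an exon made up 84.2% of the gained regions in MDA-MB-231 and 83.8% in Hs578T.

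Joining peaks into domains, as a stand-in for super-enhancers, gave 1048 to 1432 large domains per list. Their number did not differ detectably between TWEAK and untreated lists, with a mean difference of -1.88 domains over all 16 lists (exact permutation p = 0.978, adjusted p = 1) and of -86.75 in control cells alone (p = 0.333 in the exact test). With only peaks at or above the pooled median −log10 q-value joined, these differences changed sign, to 118.9 over all lists (exact permutation p = 0.0694, unadjusted) and 258.25 in control cells (exact permutation p = 0.0556, unadjusted, the smallest this comparison allows). The TWEAK difference in Fn14 KO cells alone was 83 domains (p = 0.278 in the exact test), so that the mean over all lists combined differences of opposite sign, and the effects in control and Fn14 KO cells differed by -169.75 domains (exact permutation p = 0.116, unadjusted). In Hs578T Fn14 KO cells both TWEAK lists, at 1366 and 1432 large domains, were above both untreated lists, at 1223 and 1261. In MDA-MB-231 control cells both TWEAK lists, at 1089 and 1195, were below both untreated lists, at 1251 and 1305. TWEAK and untreated lists overlapped in Hs578T control and MDA-MB-231 Fn14 KO cells. Under the same restriction the difference in Fn14 KO cells was -20.5 domains (p = 0.833 in the exact test). Fn14 KO lists differed from control lists by 5.88 domains (exact permutation p = 0.918, adjusted p = 1), but by -154.6 domains under that restriction (exact permutation p = 0.0293, unadjusted). Among the large domains of MDA-MB-231 control TWEAK lists, 13.9% ± 0.0770 (SD, n = 2) held a region gained in control cells, against 3.45% ± 0.435 (SD, n = 2) in untreated control lists and 4.45% ± 0.0520 (SD, n = 2) in Fn14 KO TWEAK lists. In Hs578T the shares were 13.7% ± 1.11 (SD, n = 2), 3.99% ± 0.0912 (SD, n = 2) and 5.79% ± 0.00904 (SD, n = 2). The control shares follow in part from the definition of a gained region, whereas the Fn14 KO lists are independent of it. Regions lost in control cells were held by 15.5% ± 0.852 (SD, n = 2) of the large domains in untreated and 3.89% ± 0.178 (SD, n = 2) in TWEAK lists of MDA-MB-231 control cells, and by 18.2% ± 0.351 (SD, n = 2) and 5.32% ± 0.709 (SD, n = 2) in Hs578T. In Fn14 KO lists the shares with a lost region were 10.5% ± 2.75 (SD, n = 2) untreated and 9.72% ± 0.523 (SD, n = 2) with TWEAK in MDA-MB-231, and 17.4% ± 0.376 (SD, n = 2) and 16.9% ± 0.0597 (SD, n = 2) in Hs578T. The shares of large domains with a gained region in untreated Fn14 KO lists were 5.64% ± 2.31 (SD, n = 2) in MDA-MB-231 and 5.84% ± 0.158 (SD, n = 2) in Hs578T. With only peaks at or above the pooled median −log10 q-value the shares with a gained region over both lines were 4.24% in control TWEAK lists and 1.71% in Fn14 KO TWEAK lists.

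TNFRSF12A (ENSG00000006327.14, chromosome 16, 3018445 to 3022383, plus strand), the gene of Fn14, had a peak within 2 kb of its start site in all 16 lists. Both knockout guides matched its exon 3, in coding sequence, at 3021624 to 3021643 and 3021601 to 3021620 on the minus strand. Peak lists carry no sequence, so they cannot show edits at these positions and do not test the genotype labels. A single region within 50 kb of the gene changed in control cells, at 3064754 to 3066191 near the start of IL32, which was gained in MDA-MB-231 control cells. In Hs578T control cells it had a peak in both TWEAK lists and in 1 untreated list. Of the Fn14 KO lists, 1 had a peak there.

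NAMPT (ENSG00000105835.13, chromosome 7, 106248298 to 106285966, minus strand) encodes nicotinamide phosphoribosyltransferase, and the study deleted 3 enhancers near it with pairs of guides. The intervals between the guides lay between genes at 106313177 to 106314276, 106329465 to 106330503 and 106345012 to 106345924, which is 27.2, 43.5 and 59.0 kb from the NAMPT start site at 106285966. All 3 are at higher coordinates than the start site of this minus-strand gene and hence upstream of it in the direction of transcription. The study, in contrast, describes the super-enhancer at this locus as downstream of the promoter. Each of them had a peak in all 16 lists. Intervals 1 and 3 were covered over 100% of their length in every list. Interval 2 was covered over 79.1% ± 1.29 (SD, n = 2) of its length in untreated and 100% in TWEAK-treated Hs578T control lists, and over 93.4% ± 9.32 (SD, n = 2) and 100% in MDA-MB-231. In Fn14 KO lists it was covered over 79.5% ± 2.52 (SD, n = 2) untreated and 87.3% ± 8.58 (SD, n = 2) with TWEAK in Hs578T, and over 94.9% ± 7.28 (SD, n = 2) and 87.8% ± 17.3 (SD, n = 2) in MDA-MB-231. Peak lists therefore showed no gain at these intervals beyond this coverage, and the height of the signal there was not analysed here. Around the gene, 2 regions were gained in MDA-MB-231 and 4 in Hs578T control cells. The region at 106245826 to 106250506, over the 3′ end of the gene, was gained in both lines of control cells. Of the Fn14 KO lists, 1 TWEAK list of Hs578T had a peak there, and in MDA-MB-231 both untreated lists and neither TWEAK list, so that it was lost there with TWEAK. The region at 106269666 to 106272691, gained in MDA-MB-231 control cells, was likewise lost with TWEAK in Hs578T Fn14 KO cells and had no peak in MDA-MB-231 Fn14 KO lists, whereas the 3 regions gained in Hs578T alone had none in Fn14 KO lists. Outside the 50 kb window and beyond interval 3, a region at 106357497 to 106359052 had a peak in all 4 control TWEAK lists and in no other list. It was chosen after its values were seen. The gene body itself was covered over 9.67% ± 1.17 (SD, n = 2) of its length in untreated and 24.9% ± 11.1 (SD, n = 2) in TWEAK-treated MDA-MB-231 control cells, and over 9.97% ± 0.640 (SD, n = 2) and 46.6% ± 5.02 (SD, n = 2) in Hs578T control cells. In Fn14 KO cells it was 10.0% ± 0.580 (SD, n = 2) and 11.9% ± 2.80 (SD, n = 2) in MDA-MB-231, and 10.4% ± 0.612 (SD, n = 2) and 10.0% ± 0.238 (SD, n = 2) in Hs578T.

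**Figure D3:**
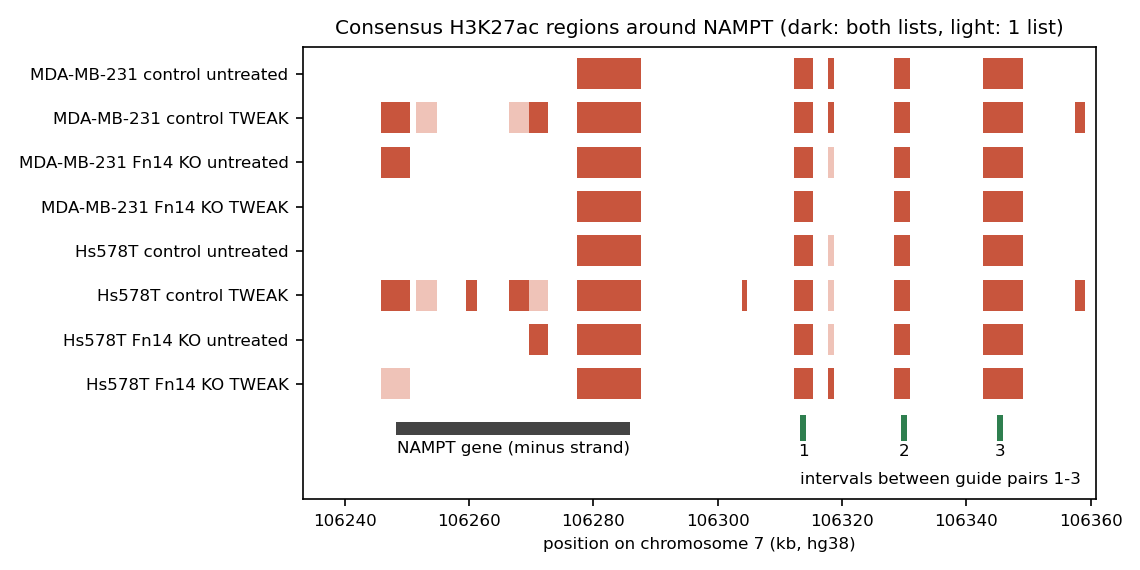
Consensus H3K27ac regions around NAMPT by position on chromosome 7 in kb (hg38), with a row for each of the 8 groups, dark where both lists and light where 1 list of the group had a peak, above the gene (grey) and the 3 intervals between guide pairs (green). The intervals had a peak in all 16 lists, whereas regions in the gene body and at 106357497 to 106359052 were gained with TWEAK in control cells.

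Near ITGAV (ENSG00000138448.13, chromosome 2, 186590010 to 186680901), which encodes integrin alpha V, 1 region was gained in MDA-MB-231 and 4 in Hs578T control cells. The region at 186554293 to 186556023, between genes and 34.0 kb from the start site, had a peak in all 4 control TWEAK lists and in no other list. Of the 3 gained in Hs578T alone, the region at 186574892 to 186576326 had a peak in all 8 Fn14 KO lists. KIF18A (ENSG00000121621.7, chromosome 11, 28020619 to 28108156) had no gained region, and 1 region was lost in each line. No region within 50 kb of MAFG (ENSG00000197063.11, chromosome 17, 81918270 to 81927735) was gained or lost in control or Fn14 KO cells. NFKB2 (ENSG00000077150.21, chromosome 10, 102394110 to 102402524) had no gained or lost region in control cells and 1 lost region in Hs578T Fn14 KO cells, but the length under peaks within 2 kb of its start site rose from 2453.5 ± 14.8 bp (SD, n = 2) to 2942.5 ± 72.8 bp (SD, n = 2) in MDA-MB-231 control cells and from 2464 ± 2.83 bp (SD, n = 2) to 2812.5 ± 55.9 bp (SD, n = 2) in Hs578T control cells. In Fn14 KO cells it stayed at 2391 ± 42.4 bp (SD, n = 2) and 2387.5 ± 67.2 bp (SD, n = 2) in MDA-MB-231 and at 2392 ± 86.3 bp (SD, n = 2) and 2482.5 ± 23.3 bp (SD, n = 2) in Hs578T. This length was measured for all 6 genes. In control cells its mean fell with TWEAK for TNFRSF12A (Hs578T, 514 to 495 bp), ITGAV (Hs578T, 2569.5 to 2365 bp) and KIF18A (MDA-MB-231, 3768.5 to 3707.5 bp). In the other line these genes showed a rise. For NAMPT and MAFG it rose in both lines, but in MDA-MB-231 by less than the SD of either group. The start sites of all 6 genes had a peak in all 16 lists.

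Of the 1367 regions gained in both lines, 897 (65.6%) had no peak in any Fn14 KO list. Ranked by the percentile of the authors' peak score within each list, the highest was at 23144900 to 23147547 on chromosome 16, within 2 kb of a start site of USP31, at a mean percentile of 80.6 ± 2.23 (SD, n = 4). It was followed by introns of PTPRM (chromosome 18, 8223590 to 8225732) and FNBP1 (chromosome 9, 130009553 to 130011968) and by a region that overlaps an exon of TFPI (chromosome 2, 187518450 to 187521949), at mean percentiles of 79.5 ± 0.895, 77.6 ± 6.60 and 77.4 ± 2.97 (SD, n = 4). The next 6 regions had mean percentiles from 74.2 to 71.2. They lay in MGAT4C, with NTS as the nearest start site, in CDC14A, LRRC3C, FGD6 and RAP1A, and between genes 70.1 kb from BLID. Of the 742 regions lost in both lines, 189 (25.5%) had a peak in every Fn14 KO list. The 5 with the highest scores, which the rule did not select on Fn14 KO lists, were all among these. They lay 6.33 kb from SPARC at 151693302 to 151695165 on chromosome 5 (mean percentile 73.4 ± 7.75, SD, n = 4), in UNC93A at 167308689 to 167311479 on chromosome 6, between genes near TTC7B on chromosome 14 and near C20orf85 on chromosome 20, and in AK9 on chromosome 6, the last at a mean percentile of 62.0 ± 5.18 (SD, n = 4).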

Values the study reported

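The study reported that about 25–60% of the super-enhancers found in TNBC cell lines were regulated differently after TWEAK/Fn14 activation. For chromatin accessibility measured by ATAC-seq, it reported 4186 loci that gained and 550 loci that lost accessibility in TNBC cell lines, and it placed over 90% of the altered accessible regions in introns or between genes.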

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

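The tests of list size, of sensitivity and of exchanged labels were chosen after the result was seen. Trimming lists to one length was itself among the alternatives set before the data were examined. The test of deleted DNA was written down before its result was known.

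The effect of TWEAK on regions chosen in control cells of the other line differed between control and Fn14 KO cells, by 58.4 percentage points at regions gained in the other line and by -39.5 percentage points at regions lost in the other line. Besides the exchange of treatment labels in the report, genotype labels were exchanged within each line and treatment, which gave exact permutation p = 0.0262 for gained and p = 0.0170 for lost regions. Of 8 differences between TWEAK effects tested in this way (by genotype for these region shares, and by genotype and by cell line for peak number, covered length and large domains), only these 2 had a p-value under 0.05, and after adjustment over the 8 both stood at 0.105. At gained regions all 4 control TWEAK lists lay above all 4 untreated control lists. The exchange of genotype labels and the adjustment were added after the data were examined.

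Several technical explanations were tested. If unequal list sizes were the cause, lists of one length should remove the difference, but it was 58.5 percentage points. If Fn14 KO lists were less sensitive, they should also miss the regions lost in the other line, which untreated control lists hold. They fell short there by 7.73 percentage points on average (16.9 in MDA-MB-231 and -1.43 in Hs578T), against 57.4 at gained regions, so lower sensitivity may add a part in MDA-MB-231 and cannot give the whole difference. If DNA had been lost in the Fn14 KO cells, gained regions missing from every Fn14 KO list should lie among other missing regions, yet 98.2% of those with a region shared by all control lists within 100 kb had such a neighbour that every Fn14 KO list kept. If TWEAK and untreated labels had been exchanged in Fn14 KO cells, their effect should be as large as in control cells with the opposite sign, and it was -1.53 percentage points.

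What stays open is a need of these changes for Fn14, which the design names, beside explanations that these lists do not test. Fn14 KO samples labelled as TWEAK-treated that did not receive active TWEAK would give the same pattern, and so would another difference acquired by the knockout cells during their derivation, although this would have to have arisen in both lines. Since the regions were chosen for their response in control cells, a response of Fn14 KO cells at other regions is not measured by this difference. A dependence on Fn14 of the H3K27ac changes seen in control cells is therefore offered as a hypothesis.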

How the results depend on the processing

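A call was read from p under 0.05 before adjustment. The TWEAK effect at regions of the other line kept its direction in control cells under all alternatives run, and the difference between genotypes stayed past the threshold under every alternative with a test except the replicate block, at 51.4 to 60.9 percentage points for gained regions (exact permutation p from 0.0262 to 0.0340) and -46.5 to -36.0 for lost regions (exact permutation p from 0.0293 to 0.0417). With 1 list left out these were 52.7 to 61.7 and -46.2 to -32.8. The effect in Fn14 KO cells at gained regions, -1.53, was between -1.57 (bins) and 0.0596 (lists of one length) under these alternatives, and between -4.77 and 1.70 with 1 list left out.

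Replicate numbers were shared across groups in the labels, but deviations of same-numbered lists from their group means correlated by -0.133 to 0.0534 over 8 pairings, so the numbers were taken as names only. With the replicate block, in which lists of one number are paired, the difference between genotypes was 58.4 percentage points at gained regions (exact p = 0.0625) and -39.5 at lost regions (exact p = 0.0703). The differences themselves are unchanged by pairing, which only restricts the arrangements that the test can use. Of 24 results run with the block, no other changed its call. Comparisons within 1 genotype could not pass the threshold with or without the block, and ratios to other splits had no test. For these an unchanged call says nothing about stability. The pairing of Fn14 KO with control lists for covered length and large domains was chosen after seeing the data. With the block the real grouping gave 11.9 and 7.57 times the changed regions of the exchanged split in MDA-MB-231 and Hs578T control cells, and 0.766 and 0.975 times in Fn14 KO cells.

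With lists trimmed to one length, 33 of 36 results kept their direction and stayed within their limits. MDA-MB-231 Fn14 KO gained regions rose to 412, and the TWEAK differences in Fn14 KO cells changed sign close to 0, to 0.277 percentage points at regions gained in control cells and 0.0596 at gained regions of the other line (exact permutation p = 0.778 and 0.833). They were 344 when peaks had to cover 50% of a region. Leaving out peaks near start sites changed none of 6 results on large domains in direction or call. Admitting regions with a peak in 1 list changed none of 26 counts and shares, but enlarged the background for overlap between lines, so that the odds ratios rose to 20.3 for gained and 9.67 for lost regions. Ranking domains by score times width changed the sign of 4 differences in the number of large domains, without a call: 1.5 for TWEAK over all lists, 20 in control cells, -17 in Fn14 KO cells and -56.25 for Fn14 KO against control (exact permutation p from 0.409 to 0.983).

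With the highest-scoring 50% of each list, MDA-MB-231 control cells had 1838 gained regions and a ratio to other splits of 15.4, and Fn14 KO cells 98 gained and 340 lost regions. Hs578T control cells had 1639 gained and 1562 lost, and Fn14 KO cells 194 gained and 160 lost regions. Fn14 KO and control differed at 1362 (untreated) and 2997 (TWEAK) regions in MDA-MB-231 and at 1113 and 4326 in Hs578T, and 869 gained regions were shared by the lines. Counts fell because lists were shorter.

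In 500 bp bins the unit is smaller and counts rose. MDA-MB-231 control cells had 10967 gained and 10625 lost bins (5.23 times the other splits), and Fn14 KO cells 1570 and 3873. Hs578T control cells had 9512 and 12171 (4.55 times), and Fn14 KO cells 3269 and 3091. Fn14 KO and control differed at 10555 and 21072 bins in MDA-MB-231 and at 10858 and 29785 in Hs578T, untreated and with TWEAK. The lines shared 3992 gained and 2960 lost bins. Ratios to the other splits stayed above 1 in control cells and below 1 in Fn14 KO cells.

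Peaks at or above the pooled median −log10 q-value gave -2722 peaks in Fn14 KO against control lists (exact permutation p = 0.0309) and -154.6 large domains (exact permutation p = 0.0293), both past the threshold where the values with all peaks were not, the second with a change of sign. Other differences changed sign without a call: 831.75 peaks for TWEAK in control cells (exact permutation p = 0.333), -3.62 Mb for Fn14 KO against control (exact permutation p = 0.279), and large domains for TWEAK by 118.9 over all lists (exact permutation p = 0.0694), 258.25 in control cells (exact permutation p = 0.0556, the smallest possible) and -20.5 in Fn14 KO cells (exact permutation p = 0.833). The cause of these changes was not tested. In MDA-MB-231 the median −log10 q-value was below the common threshold in every Fn14 KO list and above it in every control list. The threshold therefore removed a larger share of Fn14 KO peaks there. The share of large domains with a gained region fell to 4.24% in control and 1.71% in Fn14 KO TWEAK lists. A start site window of 5 kb raised the start site share of gained regions to 13.5% in MDA-MB-231 and 13.9% in Hs578T, which follows from the wider window, and both stayed below their background.

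Leaving out 1 list leaves an arm with a single list, for which the rule for gained and lost regions is looser, so counts rise by construction and no test was made. Over such fits, MDA-MB-231 control cells had 3315 to 4979 gained regions (the most without untreated replicate 2), 3063 to 4759 lost regions (the most without untreated replicate 1) and 2.32 to 3.52 times the changed regions of other splits. MDA-MB-231 Fn14 KO cells had 273 to 1765 gained and 1109 to 3895 lost regions and ratios of 0.60 to 1.38, the extremes of both counts being the fits without untreated replicate 1 or 2 and the highest ratio the fit without untreated replicate 2. Hs578T control cells had 3102 to 4439 lost regions (the most without untreated replicate 2) and ratios of 2.11 to 3.10, and Fn14 KO cells 1409 to 1533 gained and 1219 to 1280 lost regions. Untreated Fn14 KO and control lists differed at 4117 to 5197 regions in MDA-MB-231 and 4115 to 5129 in Hs578T. The TWEAK effect at gained regions of the other line in control cells was 51.3 to 55.4 percentage points. The difference in peak number ran from -1328 to 360 for TWEAK over all lists. For Fn14 KO against control it ran from -1344 to 344, so both changed sign. The TWEAK difference in large domains was -155.25 to -18.25 in control cells and 22.25 to 143.75 in Fn14 KO cells. Over all lists it was -36.1 to 32.4. The share of large domains with a gained region was 14.4% to 18.4% in control and 4.90% to 7.80% in Fn14 KO TWEAK lists. Without depth, whether a region near the calling threshold is truly missing from a list cannot be judged, which limits every count above.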

Other observations

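The tests of NAMPT coverage, of unequal list sizes in MDA-MB-231 Fn14 KO cells and of regions changed in both lines were chosen after the result was seen. The trimmed lists used for the second of these were an alternative set beforehand. The tests of motifs, of missing neighbouring regions and of peak widths were written down before their results were known, but the numerical criteria by which the AP-1 and width tests are read here were settled after their values were seen, following the written wording that a surplus be present in both lines.

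The κB motif (GGGRNWYYCC, with R for A or G, Y for C or T, W for A or T and N for any base), which NF-κB factors bind, was denser in gained than in lost regions. It occurred 0.410 times per kb in regions gained and 0.114 times per kb in regions lost in MDA-MB-231 control cells, a ratio of 3.58 (95% interval 3.10 to 4.18 over 1000 resamples of regions). In Hs578T the densities were 0.452 and 0.112 per kb and the ratio was 4.02 (3.47 to 4.70). Regions with a peak in all 16 lists had 0.168 per kb. Base composition was tested with 23 scrambled motifs of the same letters. Their median ratio was 0.645 in MDA-MB-231 and 0.639 in Hs578T, the highest was 0.872, and gained regions had a lower GC content (43.0% and 43.3%) than lost regions (46.6% in both lines). In the other splits of the control lists the ratio, taken so as to be above 1, was 1.20 to 1.67, and in Fn14 KO cells the gained over lost ratio was 0.984 and 0.990. These values are consistent with NF-κB sites marking regions that acquire H3K27ac with TWEAK, a hypothesis that the lists cannot separate from other factors with a like motif.

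The AP-1 motif (TGASTCA, with S for C or G) gave no such contrast. Its gained over lost ratio was 1.17 in MDA-MB-231 (95% interval 1.08 to 1.26 over 1000 resamples) and 1.02 in Hs578T (0.928 to 1.12), where the hypothesis asked for a surplus in both lines. Scrambled motifs had median ratios of 1.06 and 1.04, and 3 of the 23 in MDA-MB-231 and 12 of the 23 in Hs578T were as high as the motif, so that base composition may account for the small surplus. In both lines gained and lost regions alike had more AP-1 motifs (0.414 to 0.484 per kb) than regions present in all 16 lists (0.309 per kb).

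Regions changed the same way in both lines numbered 2109 when gained and lost regions were added. Of the 18 ways to combine splits of the control lists of both lines, 1 gave as many, the real one, and the next highest gave 36. The smallest share that 18 combinations allow is 0.0556, so the rank of the real combination could not pass 0.05 in this design, although the count itself was far from that of every other combination.

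The surplus of lost over gained regions in MDA-MB-231 Fn14 KO cells was 4.21 to 1 as called and 1.30 to 1 with lists of one length. It may therefore come from the longer list of untreated replicate 1. No biological explanation was tested.

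Larger TWEAK lists do not account for the coverage of the NAMPT gene body. It rose 2.57-fold in MDA-MB-231 and 4.68-fold in Hs578T control cells, whereas the covered length of the whole lists was 0.986 and 0.947 times that of untreated lists. Why the gene body was covered was not tested, and a broad domain over a highly transcribed gene is one possible explanation.

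Regions present in both untreated control lists and missing from both untreated Fn14 KO lists were tested for loss of DNA. Of these, 11.2% in MDA-MB-231 and 11.8% in Hs578T had a missing neighbour. The longest run was 4 in MDA-MB-231, a length reached in 69 of 1000 shuffles within chromosomes, and 5 in Hs578T, reached in 1 of 1000 shuffles. The Hs578T run lay in FGF13 on chromosome X, from 138857004 to 138991145, and none of its regions had a peak in any Hs578T Fn14 KO list. It was singled out after its values were seen. A deletion and a joint loss of acetylation cannot be told apart there, since no DNA copy number was analysed here. How often neighbouring regions change together was not tested.

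Widths of peaks in the 28337 regions present in all lists changed in both directions. In MDA-MB-231 control cells 5896 were wider and 8417 narrower in both TWEAK lists than in both untreated lists, and in Hs578T 5022 and 9695. Other splits separated up to 7375 regions in one direction in MDA-MB-231 and up to 4649 in Hs578T. The hypothesis that TWEAK widens shared peaks needed more wider regions than any other split in both lines, which did not hold in MDA-MB-231, and narrower regions outnumbered wider ones in both lines. Counted in either direction, the real grouping of control lists separated 14313 and 14717 regions, against at most 8125 and 6832 in the other splits, and that of Fn14 KO lists 7606 and 8779, fewer than every other split of those lists.

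Among the large domains of the 8 control lists, a mean of 18.7% (range 16.8% to 21.3%) held a region gained or lost in control cells. That is lower than the value quoted from the study above, which refers to super-enhancers ranked on reads.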
